A study of Gallus gallus with 6 samples.

How the data were processed

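The samples were 6 chicken RNA libraries, 3 from undifferentiated PGCs and 3 from somatic differentiated PGCs, grouped and numbered by their titles in the labels. Per the labels' protocols, PGCs were isolated from the blood of early chicken embryos and grown with FGF2, a ROCK inhibitor and the myosin inhibitor blebbistatin. Adherent cells were enriched by aspirating the suspended cells and were grown for several further weeks, per the labels' protocols. Per the labels' protocols, polyA RNA was selected, and stranded SMARTer libraries were converted for MGI sequencing.

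The authors deposited a single table of TPM values per gene, made with RSEM per the name of the table. The aligner, the RSEM version, the genome build and the annotation release are not given in the sources used here. Gene identifiers are Ensembl chicken identifiers, per the file headers, and coordinates are printed as the table gives them. TPM divides by transcript length and scales each library to a fixed total: each column summed to 1000000. A change in a few abundant genes therefore moves all others, and TPM holds no depth, so no counting error or detection limit was computed. The 6 value columns matched the sample descriptions, and 0 columns were left unmapped. Of 23873 genes, 10693 had no unique symbol, and 2579 of these were among the genes tested. Genes that share a symbol were counted as having none and could not enter the tested lists. Genes with near-identical copies, overlapping genes and readthrough annotations can share reads, which TPM values alone cannot separate.

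Differential expression was computed with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), for genes with a mean TPM of at least 1 over the 6 libraries. The fit had no covariates and used moderated variances with a trend. Genes were called at a two-sided Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 change of at least 1. Gene lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as checks. The tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plots with matplotlib 3.10.9.

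The tests, the 25-gene panel, the lists, the rule for naming genes and the alternatives were chosen before the data were examined. Genes were named in 3 parts. The panel was given whatever its result. In each direction the 5 largest changes were named among genes with adjusted p under 0.05, a symbol, a mean TPM of at least 10 in the higher group and no overlap between groups. In each list described, at most the 2 largest called changes in each direction were named; 1 gene that this rule names is not reported here. The Gene Ontology tests, on terms with at least 10 tested members, were added after the table was seen, as were the pigment genes and the genes named in the other observations. The lists were germ cell, matrix, integrin, contractile, mesenchymal, TGF-beta, YAP, FGF, cell cycle, ribosomal, HOX, endoderm and neural genes. A further set of 4 lists, for erythroid, leukocyte, endothelial and gonadal somatic cells, served only as possible sources of other RNA. Symbols absent from the table were looked up as synonyms in a RefSeq gene table, which was used for no coordinates. CCN2 was read from the gene listed as NOV, which has the neighbours that RefSeq gives CCN2, while NOV is also an older name of CCN3; CCN1 is listed as CYR61, SMAD2 as SMAD2Z and CCNB2 as CCNB1.

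The code was tested on simulated data for this comparison, with 3 libraries per group, 12996 genes and 200 genes changed by 2 on the log2 scale. Over 5 runs it recovered 77.5% to 82% of the changed genes with 4 to 7 false calls. A shifted list was found in 5 runs and an unshifted one in 0. The simulated noise was independent between genes, so these runs do not show how the list tests behave when genes are correlated. Nor do they cover data in which far more genes change.

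Alternatives changed the pseudocount, the filter, the scaling, the variance model, the library weights, the minimum change, the list test and the sex chromosome genes, added the replicate number as a factor, and left out each library in turn. The planned removal of mitochondrial genes was not possible because the table lists none. No batch or date is given in the labels.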

Results

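Gene expression was measured by polyA RNA sequencing in 6 libraries made from cultured chicken primordial germ cells (PGCs), the embryonic precursors of eggs and sperm. Undifferentiated PGCs, which grow in suspension, gave 3 libraries. Somatic differentiated PGCs, which had become adherent and were enriched by removing the suspended cells and growing the remainder on, gave the other 3. The study asked which pathways become active when PGCs turn into somatic cells, and its title concerns the contact between cells and matrix. Values were transcript abundances in TPM, corrected for length and library total, for 23873 genes, of which 5052 were listed at 0 in every library. TPM keeps no record of the number of reads, so the depth of each library was unknown and no counting interval could be given. Between 12342 and 12993 genes reached 1 TPM per library, with a mean of 12685 ± 320 in undifferentiated and 12739 ± 235 in somatic differentiated cells (SD, n = 3).

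The libraries were first compared as wholes, over the 12996 genes with a mean of at least 1 TPM. Across these genes, which are not independent replicates, the Pearson correlation of log2(TPM + 1) was 0.962 to 0.986 between undifferentiated libraries. It was 0.955 to 0.962 between somatic differentiated libraries and 0.856 to 0.898 between the groups. The lowest correlation within a group exceeded the highest between groups by 0.0576, and by 0.0254 when no gene was filtered out. The first principal component held 67.4% of the variance and placed the groups on opposite sides. The second component held 13.6% and set undifferentiated library 2, at -45.5, apart from undifferentiated libraries 1 and 3, at 31.9 and 17.3.

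**Figure D1:**
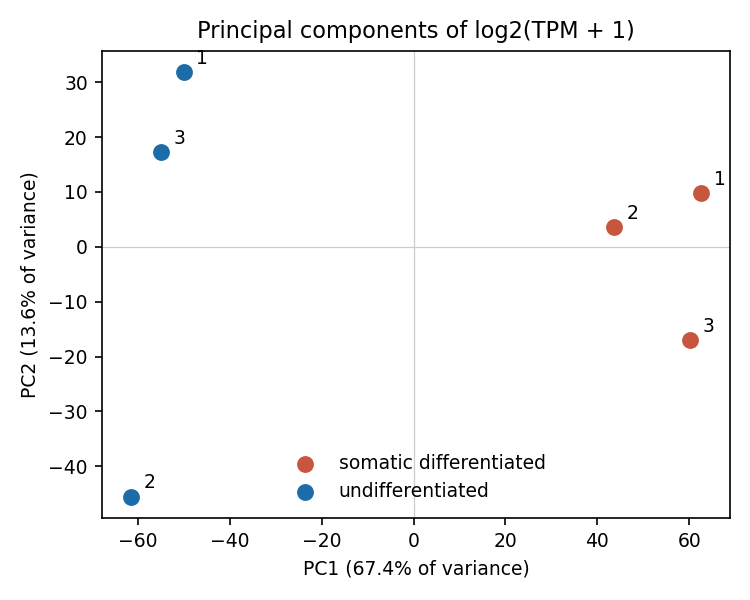
Principal component scores of the 6 libraries on log2(TPM + 1), with the first component on the horizontal axis (67.4% of the variance) and the second on the vertical axis (13.6%); each point is 1 library and carries its replicate number. The groups separate along the first component, and undifferentiated library 2 lies at -45.5 on the second.

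The share of expression held by the most abundant genes was compared because TPM is relative. The 10 most abundant genes held 7.87% ± 1.37 of TPM in undifferentiated and 9.98% ± 0.357 in somatic differentiated libraries (SD, n = 3). The 100 most abundant genes held 27.1% ± 3.30 and 29.98% ± 0.697. Vimentin (VIM) alone rose from 0.188% ± 0.0260 to 2.34% ± 0.423 of TPM. Ribosomal protein genes held 14.4% ± 2.66 and 14.3% ± 0.563, with the highest value, 17.5%, in undifferentiated library 2. The table listed no mitochondrial genes.

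The sex of the libraries was examined through the sex chromosomes, since hens carry Z and W and roosters only Z. Of the 124 W genes, ENSGALG00000051237 (chromosome W, 4669320 to 4670792, protein coding) held nearly all W expression. Its TPM was 684, 687 and 1165 in undifferentiated libraries 1 to 3, and 159, 389 and 170 in somatic differentiated libraries 1 to 3 (log2 change -1.90, limma adjusted p 0.00822). The remaining W genes summed to 6.001 ± 1.58 TPM and 5.52 ± 0.729 TPM (SD, n = 3), a difference smaller than the spread. The ratio of the median Z gene to the median autosomal gene was 0.998 ± 0.0256 and 0.984 ± 0.0451. That ratio also differed by less than the spread, and the sex of a library was not assigned from these values.

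Differential expression between the groups was tested with limma on log2(TPM + 1), with Benjamini-Hochberg adjustment over the 12996 genes. Changes on this scale understate the change of genes with low TPM. At an adjusted p under 0.05, 5185 genes differed, and 2731 of these changed by at least 1 on the log2 scale. The called genes comprised 1721 higher and 1010 lower in somatic differentiated cells, so 63% were higher. Apart from the minimum change itself, a pseudocount of 5 moved the total most, to 1719 called genes. Rescaling by the median of ratios gave 71.7% higher calls and moved the median change of all genes from -0.106 to 0.005. Without undifferentiated library 2 the share of higher calls was 49.2%, with 1423 higher and 1467 lower. The asymmetry grew with the size of the change: at a change of at least 2, 636 genes were higher and 54 lower, and at a change of at least 3 the counts were 147 and 0. Among protein-coding genes of at least 50 TPM in undifferentiated cells, the lowest share kept in somatic differentiated cells was 16.7%. In the opposite direction it was 4.615%. RNA of remaining PGCs, a candidate described below, would limit how far genes can fall. Its part in the asymmetry was not tested. Of the 12996 genes, 7221 (55.6%) had no overlap between the 3 values of each group, against 10% by chance. The median within-group SD was 0.248 in undifferentiated and 0.206 in somatic differentiated cells on the log2 scale. Protein-coding genes made up 2553 of the calls and long noncoding RNAs 136.

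Among genes with a symbol, at least 10 TPM in the higher group and no overlap between groups, the largest increases were in SELENOP1, MGP, SPP1, MMP2 and MXRA8. SELENOP1 (ENSGALG00000047578, chromosome Z, 13587877 to 13593542) rose from 4.45 ± 4.15 to 96.5 ± 45.9 TPM (log2 change 4.55, SE 0.82, limma adjusted p 0.00594), and was listed at 0 in undifferentiated library 2. MGP (ENSGALG00000011740, chromosome 1, 48028649 to 48034022) rose from 34.8 ± 2.62 to 691 ± 284 TPM (4.17, SE 0.33, limma adjusted p 0.000504). SPP1 (ENSGALG00000010926, chromosome 4, 45655850 to 45659023) rose from 212 ± 12.1 to 4079 ± 1954 TPM (4.13, SE 0.36, limma adjusted p 0.000697). The order of the increases depended on the pseudocount: SELENOP1 was at 5.77 with 0.1 and at 3.43 with 5. In the latter it lay below SPP1 (4.10), MGP (4.03), MXRA8 (3.87) and MMP2 (3.78). Among the other named genes it also lay below CALD1 (3.77), NOV (3.73), TNC (3.69), S100A6 (3.65), VIM (3.63), COL1A1 (3.50), EGR1 (3.50) and TAGLN (3.45). MMP2 (chromosome 11, 3706912 to 3741657) rose from 32.0 ± 1.97 to 509 ± 87.9 TPM, a log2 change of 3.94. MXRA8 (chromosome 21, 2245514 to 2268919) rose from 94.8 ± 11.8 to 1494 ± 439 TPM, a log2 change of 3.93.

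The largest decreases under the same rule were in MAFA, YEATS4, B3GNT4, HESX1 and EPCAM. MAFA (ENSGALG00000026264, chromosome 2, 148652448 to 148654580) fell from 33.01 ± 2.998 to 4.33 ± 1.56 TPM (log2 change -2.71, SE 0.24, limma adjusted p 0.000757). YEATS4 (chromosome 1, 35544311 to 35549594) fell from 302 ± 66.6 to 52.4 ± 16.4 TPM, a log2 change of -2.52. B3GNT4 (chromosome 15, 6090645 to 6093060) fell from 115 ± 24.7 to 19.6 ± 5.58 TPM, a log2 change of -2.51. HESX1 (chromosome 12, 8998425 to 9007651) fell from 40.3 ± 19.6 to 6.21 ± 3.10 TPM, a log2 change of -2.50. EPCAM (chromosome 3, 9260060 to 9446795) fell from 1106 ± 297 to 199 ± 56.7 TPM, a log2 change of -2.47. With a pseudocount of 5 the order among the named genes changed, with EPCAM (-2.45) first and LIN28A (-2.26) ahead of MAFA (-2.04) and HESX1 (-1.97). All 10 of these genes were called under every alternative scaling, filter, model and left-out library in which they were tested.

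A fixed panel of 25 genes covered germ cell identity, matrix, adhesion and contractility. Of these, 23 were tested, and ITGA5 and MKI67 were not listed under those symbols. With limma and Benjamini-Hochberg adjustment, 21 of the 23 had an adjusted p under 0.05 over all genes tested, and 22 when adjusted over the list alone; 19 were called.

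Germ cell and pluripotency genes were lower in somatic differentiated cells. DDX4, the germ cell RNA helicase (ENSGALG00000014713, chromosome Z, 16929403 to 16961191), fell from 535 ± 54.9 to 154 ± 42.4 TPM (log2 change -1.82, SE 0.20, limma adjusted p 0.00134). DAZL (ENSGALG00000011243, chromosome 2, 34429595 to 34442888) fell from 1270 ± 194 to 334 ± 120 TPM (-1.97, limma adjusted p 0.00195). NANOG fell from 341 ± 114 to 104 ± 21.3 TPM (-1.66). POU5F3, listed as Pou5f3, fell from 3536 ± 336 to 1053 ± 159 TPM (-1.75). LIN28A fell from 174 ± 31.3 to 34.7 ± 18.8 TPM (-2.40) and PRDM14 from 79.0 ± 23.05 to 16.3 ± 5.86 TPM (-2.22). CXCR4 fell from 30.04 ± 6.22 to 11.5 ± 1.82 TPM (-1.31).

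Calls for 2 further germ cell genes were lost when some libraries were left out. PIWIL1 fell from 102 ± 19.4 to 46.6 ± 12.2 TPM (log2 change -1.12, limma adjusted p 0.0105), and by less than the minimum change, -0.91, without somatic differentiated library 3. KIT fell from 59.96 ± 9.98 to 25.6 ± 14.8 TPM (-1.35, limma adjusted p 0.0395). It was no longer called when undifferentiated library 1, 2 or 3 was left out (-1.23, -1.47 and -1.36), nor without somatic differentiated library 2 (-1.41) or 3 (-0.88), nor with no filter on low values (adjusted p 0.0609). Without undifferentiated library 2 or 3 or somatic differentiated library 2 the change was no smaller. Those losses therefore do not show that the change rests on 1 library.

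Matrix genes and some adhesion genes of the panel rose, while the adhesion genes EPCAM (-2.47) and CDH1 (-1.41) fell. The spread between somatic differentiated libraries was wide for genes such as TAGLN and COL1A1, and narrow for TGFB2. VIM (ENSGALG00000008677, chromosome 2, 19700327 to 19802856) rose from 1876 ± 260 to 23411 ± 4234 TPM (log2 change 3.63, SE 0.17, limma adjusted p 0.000146). COL1A1 (chromosome 27, 5538288 to 5555467) rose from 47.4 ± 3.13 to 689 ± 415 TPM (3.61, limma adjusted p 0.00223). COL1A2 rose from 167 ± 25.8 to 606 ± 261 TPM (1.78). ITGAV (ENSGALG00000002655, chromosome 7, 1348987 to 1399109) rose from 38.6 ± 11.9 to 448 ± 200 TPM (3.44, limma adjusted p 0.00138). TAGLN rose from 15.3 ± 2.82 to 280 ± 248 TPM (3.74). TGFB2 rose from 18.5 ± 2.47 to 220 ± 21.8 TPM (3.51). The gene listed as NOV on chromosome 3 was read as CCN2 from a RefSeq synonym and its neighbours, although NOV is also an older name of CCN3, which the table lists separately. It rose from 26.6 ± 2.38 to 419 ± 96.6 TPM (3.91).

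Other adhesion genes gave less firm results. FN1 rose from 33.5 ± 13.2 to 167 ± 103 TPM (log2 change 2.08, limma adjusted p 0.0357). Its call was lost without undifferentiated library 1, 2 or 3 (2.21, 1.71 and 2.31) and without somatic differentiated library 1 or 3 (1.68 and 1.75), and with no filter on low values (adjusted p 0.0576). CDH1 fell from 19.1 ± 5.65 to 7.21 ± 4.85 TPM (-1.41, limma adjusted p 0.0326). Its call was lost without undifferentiated library 1 or 3 (-1.19 and -1.49) and without somatic differentiated library 2 or 3 (-1.23 and -1.15), and with no filter on low values (adjusted p 0.0548). ITGB1 (479 ± 79.0 to 890 ± 149 TPM) and MYL9 (110 ± 8.37 to 191 ± 58.4 TPM) rose by 0.89 and 0.76 with limma adjusted p of 0.00727 and 0.0274, below the minimum change. Rescaling by the median of ratios brought ITGB1 to 1.01. CDH2 (263 ± 62.1 to 353 ± 60.7 TPM) rose by 0.44 with a limma adjusted p of 0.141, and was not called. Under median of ratios scaling its change was 0.555 with an adjusted p of 0.0466, and over all its alternatives the adjusted p ranged from 0.0466 to 0.336.

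ACTA2 was decided by single libraries. It measured 150, 8.55 and 18.2 TPM in somatic differentiated libraries 1 to 3, against 4.75 ± 0.815 TPM in undifferentiated cells (SD, n = 3). The log2 change of 2.41 had a limma adjusted p of 0.0754. Without somatic differentiated library 1 it was 1.25 (adjusted p 0.047) and without library 2 it was 3.24 (adjusted p 0.0292), and both fits called it, as did array weights (3.28, adjusted p 0.0195).

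**Figure D2:**
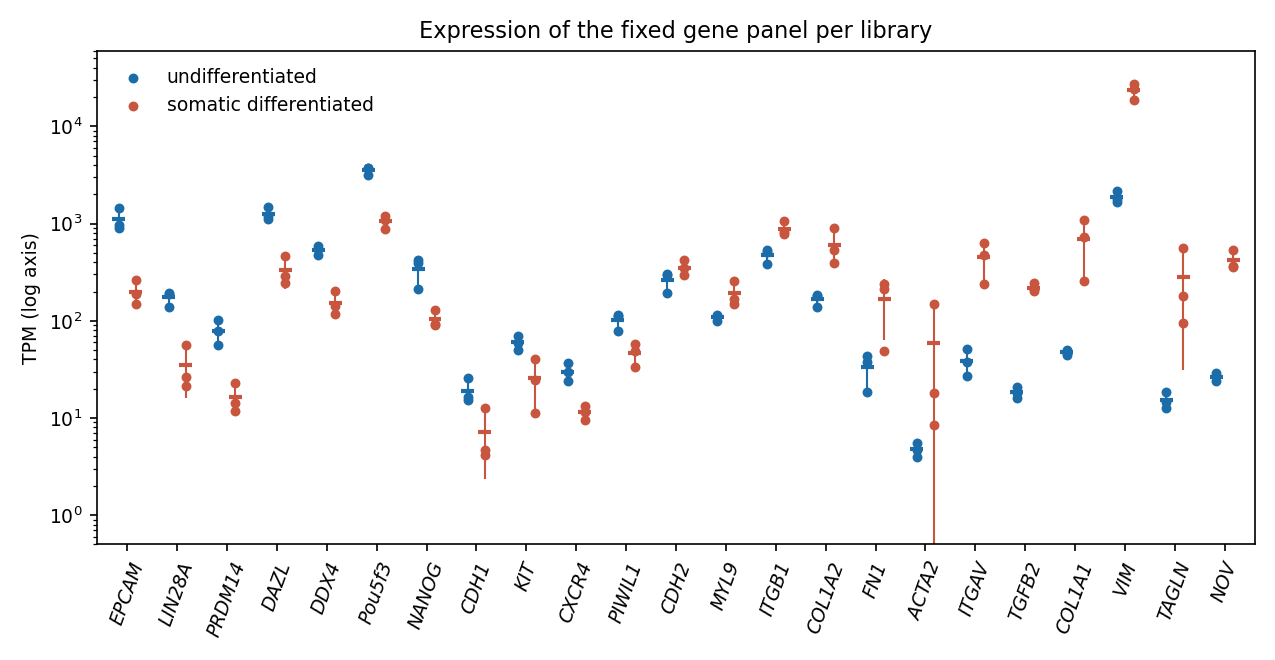
TPM on a log axis of the 23 tested panel genes, ordered by log2 change from the largest decrease to the largest increase; points are the 3 libraries of each group, horizontal bars the mean and vertical lines 1 SD, clipped at the axis where the mean minus 1 SD is below 0.5. VIM reached a mean of 23411 TPM in somatic differentiated cells, while DDX4 kept a mean of 154 TPM.

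Lists of genes fixed in advance were then tested with camera at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 13 lists. List medians are on the log2 scale and can be set against the median of all genes, -0.106. The germ cell list had a median change of -1.33 (adjusted p 2.88e-07), all 20 tested members were below 0, and 15 were called lower. LIN28A and PRDM14 fell most. The extracellular matrix list had a median of 2.47 (adjusted p 8.83e-10), with 21 of 24 members called higher and all 24 above 0 (23 under quantile normalization). TNC rose from 78.1 ± 11.7 to 1141 ± 561 TPM (3.75) and POSTN from 8.11 ± 1.38 to 117 ± 40.7 TPM (3.65). The mesenchymal list had a median of 2.43 (adjusted p 2.70e-06), with 11 of 16 members called higher, led by MMP2 and S100A6 (3.81), and PRRX1 called lower (-1.43).

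The contractile and focal adhesion list shifted up by a median of 1.27 (camera adjusted p 1.62e-05), with 11 of 22 members called higher and 0 lower. CALD1 rose from 85.1 ± 5.65 to 1457 ± 1035 TPM (3.83), followed by TAGLN. Integrin subunits had a median of 1.11 (adjusted p 0.0163), with 6 of 13 called higher, ITGAV most, and ITGA2B called lower (-1.07). ITGA11 (2.61) was no longer called without undifferentiated library 1 or 2 (2.45 in both) or somatic differentiated library 2 or 3 (2.49 and 1.90), nor with array weights (1.68). ITGA2B was at -0.95 without undifferentiated library 1, at -0.995 with median of ratios scaling and at -0.48 with a pseudocount of 5.

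Signalling lists also shifted up. TGF-beta and activin genes had a median of 1.12 (camera adjusted p 0.000138), with 9 of 18 called higher. TGFB2 and TGFBR2 (3.24) rose most, and ACVR2B was called lower (-1.64). Targets of YAP and TEAD had a median of 1.36 (adjusted p 1.28e-05), with 7 of 12 called higher. NOV and CYR61 (3.60) rose most. WWC1, called lower at -1.004, lay above -1 without undifferentiated library 1 or 3 (-0.90 and -0.93) or somatic differentiated library 1 or 3 (-0.96 and -0.95). It also did so with a pseudocount of 5 (-0.95), median of ratios scaling (-0.89), quantile normalization (-0.96) and without the 10 most abundant genes (-0.97). Targets of FGF signalling had a median of 0.93 (adjusted p 2.59e-05), with 6 of 13 called higher, led by EGR1 (3.69) and SPRY1 (2.62). DUSP4 was called lower (-1.09), but not without undifferentiated library 1 or 3 (-1.05 and -1.06) or somatic differentiated library 2 or 3 (-0.997 and -0.861), nor with a pseudocount of 5 (-0.95), median of ratios scaling (-0.98) or array weights (-0.88). TGFB2 belongs to both the TGF-beta and the YAP list.

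Cell cycle genes had a median of -0.65 (camera adjusted p 2.70e-06), and all 25 tested members were below 0. Only BIRC5 was called, from 169 ± 32.9 to 77.2 ± 9.16 TPM (-1.11). It fell short of the minimum change without undifferentiated library 2 (-0.96), with median of ratios scaling (-0.997), quantile normalization (-0.999) and array weights (-0.965). Ribosomal protein genes had a median of 0.08 (adjusted p 0.163). RPS27L, a ribosomal-like gene caught by the pattern of its symbol, was the member called, at 1.37, and not with a pseudocount of 5 (0.635). Without undifferentiated library 2 the ribosomal median was 0.21 (adjusted p 7.22e-06).

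Lists for other lineages gave mixed results. The neural list had a median of 1.35 (camera adjusted p 0.0314), with 4 of 8 called higher. SOX2 rose from 53.4 ± 13.8 to 181 ± 20.5 TPM (1.77). PAX3 (2.02) overlapped between groups and was called neither without undifferentiated library 1, 2 or 3 (2.03, 1.66 and 2.35) nor without somatic differentiated library 2 or 3 (1.85 and 1.46). Its call was also lost with a pseudocount of 5 (1.65), quantile normalization (1.85), array weights (1.06), no filter (adjusted p 0.0745) and no trend (adjusted p 0.0557). Without undifferentiated library 2 the neural median was 1.20 (adjusted p 0.0598). HOX genes had a median of 0.83 (adjusted p 0.0762). The summed TPM of the 37 listed HOX genes was 44.9 ± 42.3 in undifferentiated and 164 ± 184 in somatic differentiated libraries (SD, n = 3). It thus varied widely within each group. HOXB1, listed as a pseudogene, fell from 2.77 ± 1.31 to 0.105 ± 0.099 TPM. It was called lower (-1.70), though not with a pseudocount of 5 (-0.59). The HOX test passed the threshold without undifferentiated library 1 (1.28, adjusted p 0.00776) or somatic differentiated library 2 (1.51, adjusted p 7.63e-05). Endoderm genes had a median of 0.02, a mean of -0.50 and a test direction of down (adjusted p 0.177), with FOXA2 (-2.03) and CXCR4 among 3 called lower. Its median changed sign without undifferentiated library 1 or 2 (-0.01 and -0.37) or somatic differentiated library 1 or 3 (-0.61 and -0.605), and to -0.12 under quantile normalization.

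The list tests were repeated with fry and with a correlation estimated per list. Fry called the same direction at an adjusted p under 0.05 for the lists that camera called, except integrins (0.0808), and also called the endoderm list lower (0.00596). With the correlation estimated per list no list passed, and adjusted p ranged from 0.250 to 0.802.

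**Figure D3:**
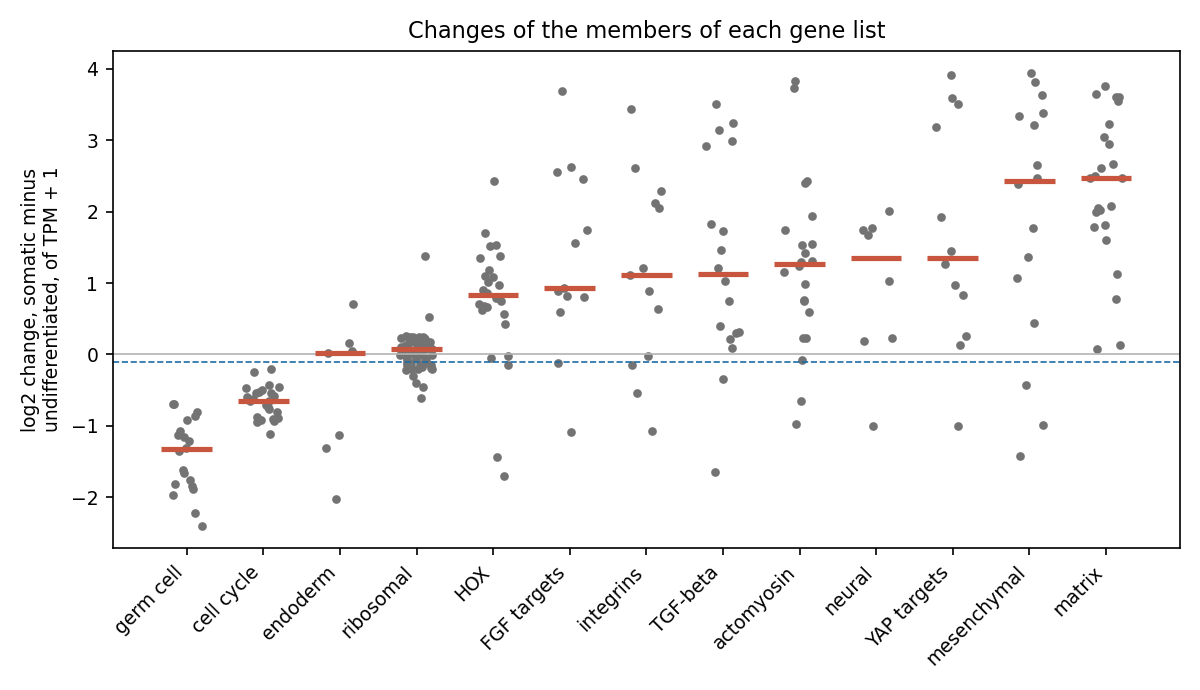
Log2 change of TPM + 1, somatic differentiated minus undifferentiated, for each tested member of 13 gene lists; each point is 1 gene, the thick bar the list median, the solid line 0 and the dashed line the median of all tested genes at -0.106. All 20 germ cell genes and all 25 cell cycle genes lie below 0, and all 24 matrix genes above it (23 under quantile normalization); the endoderm median, 0.02, changed sign under quantile normalization.

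Gene Ontology terms given in the table covered 1815 tested genes, and 335 terms had at least 10 tested members. With camera and Benjamini-Hochberg adjustment, 41 terms shifted up and 18 down at an adjusted p under 0.05. Extracellular space (127 genes, median 1.06, adjusted p 7.95e-06) and extracellular matrix (37 genes, median 1.78, adjusted p 7.95e-06) led the upward terms. SMAD protein signal transduction (11 genes, median 1.85, adjusted p 0.00205) and focal adhesion (22 genes, median 0.86, adjusted p 0.00919) were also higher. DNA repair (42 genes, median -0.49, adjusted p 0.00182) and nucleolus (62 genes, median -0.47, adjusted p 0.00205) led the downward terms. Without somatic differentiated library 1, 10 terms were down. Terms share genes, so their number is not a number of separate findings. Fry called 146 terms. With the correlation estimated per term 0 terms passed, where 112 had an unadjusted p under 0.05 with the preset correlation.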

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

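The dependence of the Gene Ontology counts on the processing was tested only after the terms had been seen; the other alternatives were planned.

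The count of 2731 called genes (1721 higher, 1010 lower) changed most with the size threshold. Without a minimum change, 5185 genes were called and 2854 of them were lower. A minimum of 2 left 690 (636 higher, 54 lower), and limma's test against a minimum change of 1 left 427 (396 higher, 31 lower). These follow from the construction of the threshold. A pseudocount of 5 gave 1719 calls, 529 of them lower, as it shrinks the change of low genes, and 1717 were among the 2731. Under the other scalings, filters, models and left-out libraries the count ranged from 2218 to 3223. The share of higher calls was 63% as reported, 71.7% with median of ratios scaling, 55.3% with quantile normalization and 49.2% without undifferentiated library 2.

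Libraries were not treated as paired by replicate number: correlations of same-numbered deviations were 0.192, 0.013 and 0.14, and the labels name no shared line. Whether same-numbered libraries share a line stays open. With the replicate block, 2786 genes were called (1793 higher, 993 lower), 2653 of them shared with the unblocked fit. The HOX list then passed its threshold (median 0.83, adjusted p 0.00272), as did ACTA2 (adjusted p 0.0488), and no other list or named gene changed its call.

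The matrix, germ cell, contractile, mesenchymal, TGF-beta, YAP, FGF and cell cycle lists kept their direction and camera threshold in all 16 alternatives other than the change of test. With the correlation estimated per list, which can be imprecise with 3 libraries per group, no list passed, at medians of -1.33 for germ cell, 2.47 for matrix, 1.11 for integrin, 1.27 for contractile, 2.43 for mesenchymal, 1.12 for TGF-beta, 1.36 for YAP, 0.93 for FGF, -0.65 for cell cycle and 1.35 for neural genes. Fry lost the integrin list (1.11) and called the endoderm list (0.022). With limma array weights, which did not fully converge and gave undifferentiated library 2 a weight of 0.210, integrins (0.90) and neural genes (0.96) fell short, ribosomal (0.19) and HOX genes (1.20) passed, and the endoderm median reversed to -0.59. It also reversed with a pseudocount of 0.1 (-0.068) and quantile normalization (-0.12). HOX passed with no filter (0.68), and neural genes fell short at a mean TPM of at least 5 (1.35), where HOX and endoderm had too few members for a test. The cause was not tested for these. With 1 library left out, medians ranged from 0.13 to 1.51 for HOX, from -0.61 to 0.41 for endoderm, from 0.01 to 0.21 for ribosomal and from 1.06 to 1.64 for neural genes, and downward Gene Ontology terms from 10 to 21.

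Of 53 genes that the naming rule selects, 49 were called, 36 of them under every alternative in which they were tested, and 0 reversed. The call of 13 was lost under at least 1 alternative. Of the 4 not called, ACTA2 and ITGB1 were called under some alternative.

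The gap of correlations within and between groups was 0.0254 without a filter, since genes near 0 in every library raise all correlations, and 0.0617 by Spearman correlation. Summed W expression fell to 3.68 TPM in undifferentiated and 3.15 TPM in somatic differentiated libraries without the 5 most abundant W genes, because 1 gene held most of it. Depth is not recorded in TPM, so what the depth limits could not be computed.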

Other observations

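The tests of the whole of somatic differentiated library 1, of germ cell genes, of the other group's RNA, of even exchange of reads and of same-numbered libraries were chosen only after the result was seen.

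The split into groups gave 2731 called genes, and the other 9 splits of the 6 libraries into 3 and 3 gave 0 or 1. Only 1 of the 10 splits gave as many, but with 10 splits the share cannot be under 0.1, so chance cannot be excluded by this count alone.

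Pigment genes, chosen after their values were seen, stood out in the libraries numbered 1. MLANA measured 1366 TPM in somatic differentiated library 1 against 58.4 and 102 TPM in libraries 2 and 3, and 186 TPM in undifferentiated library 1 against 28.3 and 26.2 TPM. DCT measured 950, 48.2 and 83.5 TPM in somatic differentiated and 146, 20.7 and 17.5 TPM in undifferentiated libraries. Of 10 further pigment genes listed before their values were looked at, 7 reached 5 TPM in somatic differentiated library 1, and 4 of these (TYR, TYRP1, PMEL and TRPM1) showed both excesses. Of the 17 pigment genes in all, 9 averaged at least 1 TPM in undifferentiated libraries 2 and 3. Among 11 pigment genes at least 5-fold higher in somatic differentiated library 1 than in libraries 2 and 3, the excess in undifferentiated library 1 ranged from 5.69% to 30.4% of the level in somatic differentiated library 1 (median 14.6%, quartiles 12.4% and 21.4%). In 68 other genes chosen alike its median was 6.55% (quartiles 1.46% and 13.7%). The 68 include HOXD8, HOXD10, HOXD11 and HOXC9, named after their values were seen. HOXD8 measured 119, 5.94 and 22.8 TPM in somatic differentiated and 11.2, 2.21 and 2.21 TPM in undifferentiated libraries. RNA of somatic differentiated library 1 as a whole would set a lower limit on every gene abundant there. For 50 abundant genes, chosen by libraries 2 and 3, the whole level in undifferentiated library 1 had a median of 8.706% of that in somatic differentiated library 1 (quartiles 6.70% and 11.7%). Of 3515 abundant genes, 132 lay below the pigment median and 18 below the lowest pigment gene. SPP1 (198 against 5863 TPM, 3.38%) and MMP9 (14.6 against 642 TPM, 2.27%), chosen after their values were seen, are examples. These values argue against whole RNA as the source of the pigment excess; a smaller contribution stays open. Pigment-forming cells, or their RNA, in both cultures numbered 1 remain a candidate explanation; whether these arose from PGCs or came with the blood was not tested.

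Undifferentiated library 2 had a pattern of its own. Relative to the mean of undifferentiated libraries 1 and 3, its median deviation was -0.01 for the quartile of genes with the shortest genomic span, -0.16 and -0.34 for the middle quartiles, and -0.6184 for the quartile with the longest. The 68 ribosomal genes lay 0.34 above. A trend with gene length therefore may contribute, for example through RNA quality or library making, although span is not transcript length and a biological difference of that culture stays open. The trend reaches the group comparison: the median change of the longest quartile was 0.07 with all libraries and -0.14 without library 2.

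Genes at least 2-fold higher in 1 undifferentiated library than in both others numbered 68, and in 63.24% of them the highest somatic differentiated library had the same number. The best other numbering gave 50%, and 1 of 6 numberings gave as many. With 6 numberings the share cannot be low enough to exclude chance. Library 1 gave 49 of the 68 genes and 30 of the 43 matches, library 2 gave 6 matches of 8 and library 3 gave 7 of 11. The listed pigment genes were left out of this count, but other genes of such cells in both libraries numbered 1 may add to it. A PGC line shared by number, which the labels do not state, and chance cannot be told apart here. Of genes at least 2-fold lower in 1 undifferentiated library, 4 of 4 matched for library 1, 105 of 1046 for library 2, where the length trend lies, and 3 of 4 for library 3. The deviations over all genes correlated at no more than 0.192 for the same number.

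Germ cell transcripts stayed at a sizeable share of their undifferentiated level. The median of 20 germ cell genes was 32.7%, 43.6% and 30.63% in somatic differentiated libraries 1 to 3, and DDX4 was at 26.8%, 37.5% and 22.04%. Genes that fell most, chosen in the other somatic libraries, lay at medians of 22.4%, 35.8% and 21.64%. Remaining PGCs may supply part of this, since suspended cells were removed by aspiration. Unchanged PGCs as the whole source would keep germ cell genes at the share of the genes that fell most. The upper quartile of the latter was 28.06%, 40.28% and 24.76% in somatic differentiated libraries 1 to 3. The germ cell median lay above it in each library, as did 11, 12 and 12 of the 20 germ cell genes. The lower quartile of the germ cell genes, 24.79%, 36.82% and 21.47%, lay below that upper quartile in each library, so the sets overlapped. Unchanged PGCs as the whole source therefore stay open for the list as a set. DDX4 and DAZL lay between the quartiles of the genes that fell most, so that source stays open for them too. Partial expression in converted cells was not tested.

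Averaged over libraries, no abundant protein-coding gene fell under 1% of its level in the other group. Among 3702 genes with at least 50 TPM in undifferentiated cells the lowest share in somatic differentiated cells was 16.7% (ADMP, chosen after its values were seen), and 0 genes lay under 10%. In the opposite direction the lowest share was 4.615% (SELENOP1), with 105 of 3674 genes under 10%. In single libraries 1 gene lay under 1%, SELENOP1, listed at 0 in undifferentiated library 2. A candidate explanation is some RNA of the other group's cell type in each group, as when suspended and adherent cells share a culture. Reads exchanged at an even rate between libraries would set like limits in both directions, and the 21.64% against 7.18% in library 3 argues against that as the whole account. Partial regulation of these genes was not tested and stays open.

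Lists of other possible cell sources gave no single source. Of 10 listed erythroid genes, 2 were tested, with a median change of 1.06 and 0 called. The highest globin value was 18.0 TPM, in somatic differentiated library 1, and CA2 was at 37.1 ± 12.5 TPM in somatic differentiated and 29.3 TPM in undifferentiated cells. Of 5 tested leukocyte genes, 1 was called higher and 1 lower, with a median of 0.18; the most abundant was MMP9 (642, 75.3 and 242 TPM in somatic differentiated libraries), while PTPRC did not exceed 1.96 TPM. Of 9 tested endothelial genes, 5 were called higher and 1 lower, with a median of 1.35. LMO2 was highest at 143 ± 92.9 TPM against 26.9 TPM. FLT1, chosen after its values were seen, was at 37.0, 37.5 and 49.6 TPM in somatic differentiated libraries 1 to 3. CDH5, chosen alike, was at 12.5, 91.0 and 31.9 TPM. In undifferentiated libraries FLT1 did not exceed 3.73 TPM, nor CDH5 3.99 TPM. KDR went the other way, at 1.45, 1.09 and 1.92 TPM against 7.10, 2.19 and 5.45 TPM. Of 3 tested gonadal genes 2 were called higher, with a median of 1.38, and SOX9 was highest at 34.6 ± 16.1 TPM against 18.1 TPM. Undifferentiated cells themselves averaged at least 1 TPM for 2 of 10 erythroid, 5 of 11 leukocyte, 9 of 12 endothelial and 3 of 10 gonadal genes, and GATA4 is also in the endoderm list. No biological explanation was tested for the values of these source lists.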
